A study of Mus musculus with 6 samples. Its data were reported in "BAP1 is a haploinsufficient tumor suppressor linking chronic pancreatitis to pancreatic cancer in mice" (2020).

How the data were processed

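RNA from 6 mouse pancreatic cell lines, 3 with intact Bap1 (WT) and 3 with Bap1 deleted (KO), all with an oncogenic Kras allele, was hybridized to Affymetrix Mouse Gene ST arrays, 1 array per line. The deposited log2 values were made by the authors with Robust Multi-array Average (RMA), which subtracts background, applies quantile normalization across arrays and summarizes the probes of each probe set; no filter was stated. The table held no missing values. Groups and sexes followed the labels, and Xist, Kdm5d, Uty and Eif2s3y were used to check the sexes. The replicate numbers give the order of deposit and pair no lines.

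The annotation gave 25341 probe sets at least 1 gene symbol. The 1820 with several symbols and the 16004 with none were left out of the comparison of genes. Of the 23521 with exactly 1 symbol, the probe set with the highest mean over the 6 arrays stood for its gene, which gave 22180 genes, 1082 of them with more than 1 probe set. Of 59 called genes with more than 1, 19 had a probe set of opposite sign, 1 of these at an unadjusted p under 0.05 (limma). Names were looked up through Entrez identifiers, which matched for 23328 probe sets. The files name no genome build, so gene order was taken from a reference annotation and no coordinates are given. No filter on low values was applied. A level of 3.42 marked the lowest 40% of genes, whose values were taken as hard to tell from background. The cut was set by rank alone and background was not measured. In this range lay 27 higher and 19 lower calls.

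KO and WT lines were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided, no covariate), with p adjusted by Benjamini-Hochberg over all genes and a threshold of 0.05. Errors of log2 fold changes are standard errors from this model. The study's own threshold, an unadjusted p under 0.05 with a change over 1.5-fold, and the same p with 1.4-fold were applied to the same fit. The model was tested on simulated data for the comparison of KO with WT. In each of 10 runs 200 of 22180 genes were changed. There 86.5% of 2-fold and 99.7% of 4-fold changes were recovered, 6.98% of calls were false, and 0.200 lists were called per run. These rates describe the simulated data only. The real lines had a median SD of a gene of 0.14 in WT and 0.20 in KO. The estimated correlation between genes reached 0.66, in the cell cycle list, against the preset 0.01. Whether the rates hold under such spread and correlation was not tested. The model's prior had 4.49 degrees of freedom.

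Before the data were examined, 42 gene lists were fixed: study genes, the PR-DUB, PRC1 and PRC2 complexes, neighbours of Bap1, mesenchymal, epithelial and fibroblast genes, TGF-beta pathway members and targets, MAPK feedback, NRF2 and p53 targets, homologous recombination and other DNA repair genes, telomere and cell cycle genes, CDK inhibitors with the RB family, ductal, acinar, endocrine, leukocyte, endothelial and nerve markers, pancreas transcription factors, mucinous, squamous, ion transport, estrogen response, interferon response, inflammatory, Hox, Wnt, Notch and Hedgehog, cholesterol, glycolysis, ATF4, AMPK and mTOR, imprinted and germline genes, and the sex-linked and array reference genes, which served as checks. The other 40 were tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the 40 lists; camera with a correlation estimated for each list and fry, a rotation test, were run as alternatives. Several lists match themes that the paper's pathway analysis had already named from these arrays. They are the mesenchymal and epithelial, TGF-beta, MAPK, NRF2, p53, AMPK and mTOR, telomere and estrogen lists. Calls of these lists are therefore not independent of the published result. Counts of members are given at an adjusted p over all genes and adjusted over the list alone. Named genes were chosen by a rule set in advance: the study genes, the 12 largest rises and 12 largest falls past the threshold with no overlap of the groups (predicted genes, clones, receptors of smell and small RNAs left out), up to 4 members of each list with the smallest p, and the sex-linked genes. Fn1, Lgr4, Slc12a2 and Slc4a2 were added after their values were seen, to complete small counts.

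Each result was recomputed with quantile normalization applied again, with each array centred on its median, with the lowest 40% of genes left out, with the mean of a gene's probe sets, with an intensity trend and robust moderation, with array weights, with no moderation, with sex in the model, with every probe set as its own feature, and without each line in turn. Cyclic loess normalization was added after the quartiles of the KO arrays had been seen. In the fits without a line, limma pooled the spread over both groups.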

Results

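Transcript levels were measured in 6 cell lines established from pancreatic tumors of mice that carried an oncogenic Kras allele. In 3 lines Bap1 was intact (WT) and in 3 it had been deleted (KO). Bap1 encodes a nuclear enzyme that removes ubiquitin from histones. Each line was hybridized once, to an array that reads whole transcripts through many probes per gene, so n = 3 lines per group throughout and the number of arrays limits the precision. The table held values on the log2 scale, 23521 probe sets in it carried 1 gene symbol, and each array had a median between 3.40 and 3.49. These stood for 22180 genes. The WT lines came from 1 male and 2 female animals and the KO lines from 2 males and 1 female. The sex-linked genes matched these labels in all 6 lines. Xist, the RNA that silences one X chromosome, was at 8.29 and 8.79 in the female WT lines and 8.61 in the female KO line, against 2.42 in the male WT line and 2.95 and 2.73 in the male KO lines. The Y-linked genes Kdm5d, Uty and Eif2s3y ran the other way, with Kdm5d at 5.22, 5.26 and 5.34 in the male lines and 2.82, 2.57 and 2.58 in the female lines. None of the 12 array reference genes, a check of scaling, passed with limma (1 higher and 0 lower when adjusted over the list alone; 3 higher and 2 lower at an unadjusted p under 0.05).

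The question addressed was how loss of Bap1 altered gene expression in Kras-driven pancreatic cancer cells. The 3 WT lines resembled one another closely and the 3 KO lines were more scattered. Scan dates and batches were not given, so whether genotype or a shared origin of the WT lines underlay this was not tested. The first principal component held 51.1% of the variance and separated all WT lines, with scores from -33.9 to -24.4, from all KO lines, with scores from 13.1 to 44.6. The second held 18.9% and set KO replicate 3 apart from the other KO lines. Pearson correlations across genes, which are not independent replicates, ranged from 0.990 to 0.992 between WT lines, from 0.979 to 0.985 between KO lines and from 0.964 to 0.981 between the groups. The median SD of a gene was 0.14 in WT and 0.20 in KO on the log2 scale. KO replicates 2 and 3 also had a narrower spread of values: their upper quartiles were 5.35 and 5.34, against 5.46 to 5.51 in the other 4 arrays.

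**Figure D1:**
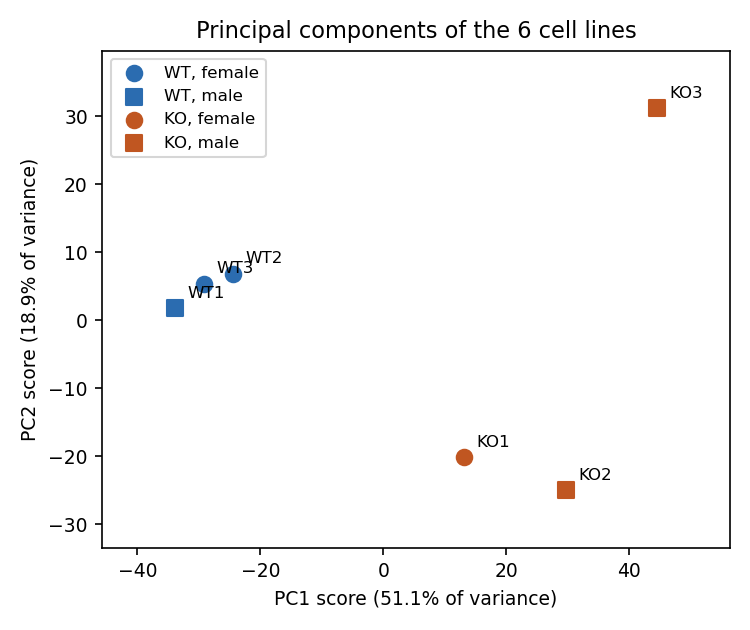
Scores of the 6 cell lines on the first and second principal components of 22180 genes, which held 51.1% and 18.9% of the variance; blue marks WT and orange KO, circles female and squares male lines. The WT lines lie together on the left and the KO lines apart from them and from one another.

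Bap1 itself was lower in every KO line than in any WT line. Its level was 6.39 ± 0.055 in WT and 5.88 ± 0.12 in KO (log2 value ± SD, n = 3), a log2 fold change of -0.51 ± 0.12 (± SE). For its cell lines the paper reported loss of the floxed exons by exon-level array analysis, and no Bap1 protein by western blotting. Only the floxed exons are deleted in these animals and the value averages probes over the whole gene, so it need not fall to background. The adjusted p of 0.0534 (limma) lay just above 0.05, and ranged from 0.0441 to 0.199 over the alternatives. It passed without KO replicate 1 (adjusted p = 0.0466), with arrays centred on the median, with array weights and without the dimmest genes. The partners of Bap1 in the PR-DUB complex, which removes the histone ubiquitin laid down by Polycomb, included Hcfc1, a transcriptional co-regulator that fell by 0.65 ± 0.14 on the log2 scale (adjusted p = 0.0414). That call was lost with sex in the model and when any of WT replicates 1, 2 or 3 or KO replicates 2 or 3 was left out, with adjusted p between 0.0524 and 0.158. None of the 9 other members measured passed, Bap1 itself among them, with Foxk1 at -0.59 ± 0.14 and Ogt at -0.66 ± 0.20. The list includes Bap1, so its counts and set test take in the deleted gene. The count was 0 higher and 4 lower when adjusted over the list alone. Of the 17 subunits of PRC1, the complex that ubiquitinates histones, 4 fell and none rose: Phc1 by 0.74 ± 0.12, Phc3 by 0.61 ± 0.14, Pcgf2 by 0.54 ± 0.13 and Cbx7 by 0.79 ± 0.18 (adjusted p = 0.0142 to 0.0494; 3 higher and 5 lower when adjusted over the list alone). None of the 12 genes of PRC2, which methylates histones, passed over all genes (0 higher and 1 lower when adjusted over the list alone), with Phf1 at -0.84 ± 0.21 and Aebp2 at 0.33 ± 0.13. As sets these complexes were not called: limma's camera gave adjusted p = 0.0972 for PR-DUB, 0.169 for PRC1 and 0.169 for PRC2. Without KO replicate 3 the PR-DUB list reached adjusted p = 0.0487. None of the 15 genes listed as neighbours of Bap1 passed either, over all genes or adjusted over the list alone, with Nisch at -0.48 ± 0.17 and Nt5dc2 at 0.87 ± 0.31 (camera adjusted p = 0.859). With WT replicates 1 to 3 and then KO replicates 1 to 3 left out, 0, 0, 0, 2, 1 and 3 PRC1 genes fell, as did 1 with quantile normalization, trend and robust moderation or cyclic loess and 2 with sex in the model. For PR-DUB, in the same order, 0, 0, 0, 3, 0 and 0 fell, and 0 with sex in the model, 2 with quantile normalization, median centring or cyclic loess and 3 with the dimmest genes left out or array weights. PRC2 genes that fell numbered 1 with median centring, the dimmest genes left out or array weights, and 1 without KO replicate 3.

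Across the genome more genes fell than rose. With limma and an adjusted p under 0.05, 776 genes were lower and 314 higher in KO, and over 2-fold changes numbered 375 and 110. In all 1090 of these genes the 3 KO values lay on one side of the 3 WT values. Such separation was seen in 25.1% of all genes, where chance gives 10%. At the study's threshold of an unadjusted p under 0.05 and a change over 1.5-fold, 1324 genes were lower and 573 higher. At 1.4-fold, 1689 of 2577 genes were lower, which is 65.5%. The count of calls depended on single lines: leaving out WT replicate 1, 2 or 3 gave 73, 100 and 70 higher and 227, 299 and 226 lower genes, and leaving out KO replicate 2 gave 158 and 362. With sex in the model 113 genes were higher and 337 lower, and a per-gene linear model with no moderation called 0 of the 3559 genes it placed at an unadjusted p under 0.05. All 1090 genes kept their sign when the array values were renormalized or centred anew. They also did so when any single line was left out, but the separation of the groups fixed that outcome in advance.

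The largest rise was that of Psca, a lipid-anchored surface protein first described in prostate, which went from 6.13 ± 0.33 in WT to 10.50 ± 0.47 in KO, a 20.7-fold increase (log2 fold change 4.37 ± 0.25, adjusted p = 0.00131). Ly6g6c, of the same protein family, rose 9.97-fold. Lrrc26, an accessory subunit of a potassium channel, rose 14.1-fold, and Sim2, a basic helix-loop-helix transcription factor, rose from 3.44 ± 0.42 to 6.87 ± 1.06. The others among the 12 largest rises were Cpxm2, Pbp2, Hgfac, Cd53, Camk2b, Chst4, Cpa4 and Cyp2f2. The matrix proteoglycan Bgn fell from 9.88 ± 0.88 to 4.72 ± 1.66 (adjusted p = 0.0104), a log2 fold change that lay between -5.94 and -3.36 over the alternatives, the last with the mean of its probe sets. Its level in KO replicate 3 was 2.97, so the size is uncertain, and the call was lost with trend and robust moderation (adjusted p = 0.0512). Kng2, a kininogen, fell from 7.09 ± 1.01 to 3.03 ± 1.05. Sting1, the adaptor that relays cytosolic DNA sensing, fell 13.6-fold from 8.13 ± 0.13 to 4.36 ± 0.67 (adjusted p = 0.00131), and Cftr, given below, was lower in every setting (log2 fold change -4.16 to -2.95). Oasl2, an interferon-induced gene, fell 11.2-fold, the secreted pancreatic protein Reg1 fell from 6.70 ± 0.24 to 3.30 ± 1.24, the ectoenzyme Enpp3 from 6.86 ± 1.04 to 3.46 ± 0.39 and Asz1, a germ cell gene that neighbours Cftr, from 6.05 ± 0.55 to 2.70 ± 0.21. The KO levels of Kng2, Reg1, Enpp3 and Asz1, and the WT levels of Sim2, Cpxm2 (3.58), Pbp2 (3.48) and Chst4 (3.54), lay below or close to the 3.42 that bounds the dimmest genes, so the sizes and ranks of these changes are uncertain. Krt23 fell 8.53-fold and Mr1 6.79-fold, and Emb and Vsig2 fell too. With the mean of their probe sets the log2 changes were -1.38 for Emb (against -2.82 for its brightest one), 1.37 for Cpxm2 and 1.48 for Cyp2f2, so the sizes of these 3 depend on the probe set. Of the 100 named genes besides Bap1 and Cftr that passed, all kept their sign under each alternative. For the fits without a line this was fixed in advance, because the groups did not overlap in these genes. Leaving out WT replicate 1, 2 or 3 raised the adjusted p of 60, 55 and 59 of them to 0.05 or more. Leaving out KO replicate 1, 2 or 3 did so for 20, 49 and 29, and sex in the model for 47, while 29 stayed under it in each of these and in the other alternatives except the model with no moderation. These included Psca, Ly6g6c, Lrrc26, Sim2, Kng2, Sting1, Oasl2, Enpp3, Asz1, Krt23, Emb and Mr1.

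**Figure D2:**
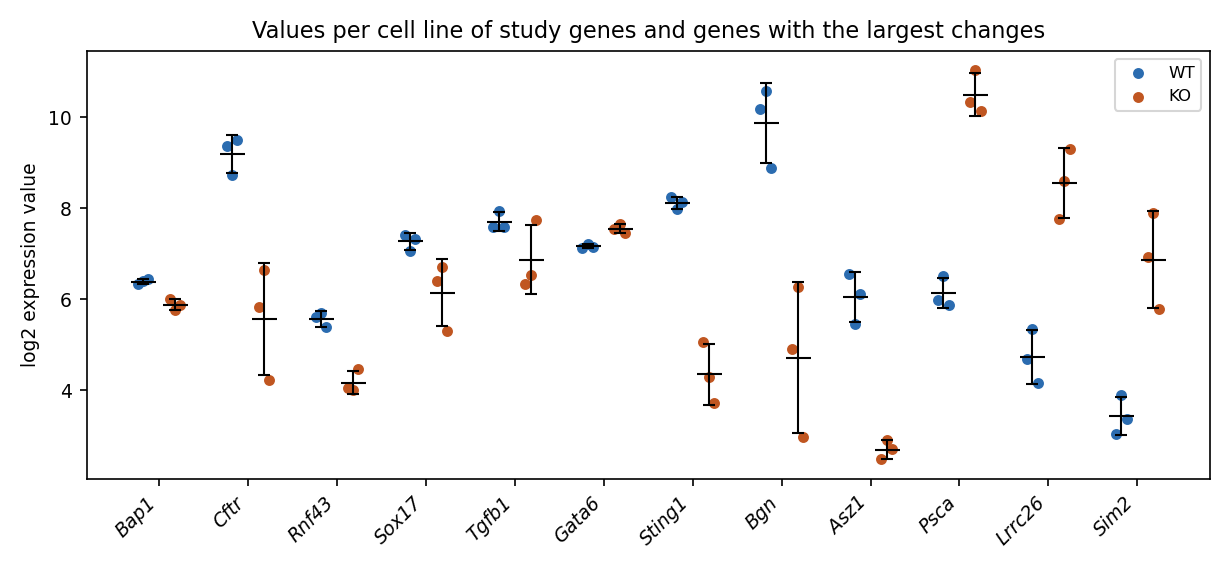
Log2 expression values of the 3 WT (blue) and 3 KO (orange) lines for genes of the study list and for genes with large changes, with the mean and SD as black bars. Cftr lay at 9.19 ± 0.41 in WT and 5.57 ± 1.24 in KO, and Psca at 6.13 ± 0.33 and 10.50 ± 0.47.

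Cftr, the chloride and bicarbonate channel of ductal cells, fell from 9.19 ± 0.41 to 5.57 ± 1.24 (log2 fold change -3.62 ± 0.53, adjusted p = 0.0104, lower in 3 of 3 KO lines). Rnf43, a ubiquitin ligase that restrains Wnt signaling, fell 2.63-fold (-1.40 ± 0.16, adjusted p = 0.00486). The other members of the list of study genes did not pass over all genes. Sox17 was at -1.13 ± 0.32 (adjusted p = 0.0911), Tgfb1 at -0.83 ± 0.33, Tgfb2 at 0.014 ± 0.22, Gnas at 0.15 ± 0.12, Gata6 at 0.38 ± 0.12, Smarca4 at -0.37 ± 0.14, Smad4 at -0.23 ± 0.13, Spdef at 0.39 ± 0.24 and Esr1 at -0.16 ± 0.12. In all, 2 of these 12 genes fell, or 4 fell and 1 rose when adjusted over the list alone. The list includes Bap1, the deleted gene, and was drawn up with the study in view, so its direction is not independent evidence. Camera gave adjusted p = 0.0141 (adjusted p = 0.513 with an estimated correlation), a call also lost without the dimmest genes (adjusted p = 0.130). Among 25 genes of ion and fluid transport, 4 fell and 2 rose (2 higher and 5 lower when adjusted over the list alone). The chloride channel Clcn2 fell 2.55-fold and the sodium bicarbonate cotransporter Slc4a4 2.19-fold, beside Cftr and Slc12a2, while the calcium-activated chloride channel Ano1 rose 1.62-fold and the anion exchanger Slc4a2 1.75-fold. Members moved both ways and the list as a whole was not called (camera adjusted p = 0.669). Without WT replicates 1, 2 and 3 and KO replicates 1, 2 and 3 in turn, 2, 2, 2, 3, 2 and 4 of the transport genes fell and 0, 0, 0, 0, 1 and 1 rose. When sex was in the model 3 fell and 0 rose.

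Mesenchymal genes were lower as a set in KO lines. Of 32 mesenchymal genes 5 fell and none rose (1 higher and 11 lower when adjusted over the list alone). The collagens Col1a1 and Col3a1 fell by 2.25 ± 0.47 and 0.93 ± 0.19 on the log2 scale, the protease Mmp2 by 1.92 ± 0.40, the matrix protein Sparc 5.65-fold and fibronectin, Fn1, by 1.17 ± 0.27. The list was lower than other genes by camera (adjusted p = 8.55e-04; adjusted p = 0.637 with an estimated correlation). Markers of fibroblasts, a cell type that cultures from tumors can retain, moved alongside. Of 26, 6 fell and none rose (1 higher and 9 lower when adjusted over the list alone), with Pdgfrb at -1.13 ± 0.18, Dcn at -1.52 ± 0.25 and Fbln2 at -1.03 ± 0.17. The list was lower by camera (adjusted p = 5.22e-04; adjusted p = 0.513 with an estimated correlation). The fibroblast and mesenchymal lists share members, Col1a1 and Col3a1 among them. Of 34 epithelial genes 3 rose and none fell (4 higher and 0 lower when adjusted over the list alone). Krt19, a ductal keratin, rose from 9.27 ± 0.34 to 10.27 ± 0.19, the serine protease Prss8 1.75-fold and the small GTPase Rab25 1.58-fold, while Krt8 was at 0.55 ± 0.13 (adjusted p = 0.0509, or 0.0494 with the means of probe sets). The epithelial list was higher by camera (adjusted p = 0.0447; adjusted p = 0.637 with an estimated correlation), a call lost without WT replicate 2 or 3 or KO replicate 1 or 3 and with median centring or array weights (adjusted p = 0.0535 to 0.0809). Without WT replicates 1, 2 and 3 and KO replicates 1, 2 and 3 in turn, 0, 1, 6, 3, 0 and 1 mesenchymal genes fell, and 0 with sex in the model and 3 with trend and robust moderation or array weights. In the same order 2, 2, 5, 4, 2 and 4 fibroblast markers fell (3 with sex) and 0, 1, 0, 2, 0 and 2 epithelial genes rose (0 with sex).

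Of 30 targets of TGF-beta 9 fell and 2 rose (4 higher and 11 lower when adjusted over the list alone). Ccn2 fell by 0.93 ± 0.15 on the log2 scale, a call lost with the mean of its probe sets (-0.50, adjusted p = 0.0865). Thrombospondin, Thbs1, fell 2.01-fold and the integrin subunit Itgb6 2.60-fold, whereas Pdgfa rose 1.63-fold. Matrix genes that also stand among the mesenchymal genes, such as Col1a1, Mmp2 and Fn1, were among those that fell. Camera placed the list lower (adjusted p = 0.0141; adjusted p = 0.637 with an estimated correlation), but not after cyclic loess (adjusted p = 0.0531), without the dimmest genes (adjusted p = 0.188) or without KO replicate 2 (adjusted p = 0.0683). Among 30 members of the pathway itself, 3 fell and 1 rose (2 higher and 3 lower when adjusted over the list alone). These were Eng, a co-receptor, at -1.38 ± 0.18, Thbs1 and the BMP receptor Bmpr2 at -0.60 ± 0.13, against Bmp7 at 0.80 ± 0.14 (camera adjusted p = 0.147). Without WT replicates 1, 2 and 3 and KO replicates 1, 2 and 3 in turn, 1, 2, 3, 7, 2 and 6 targets fell and 0, 1, 0, 2, 1 and 1 rose, and 4 fell with sex in the model. Targets that rose numbered 0 with sex in the model and 1 with quantile normalization, median centring or cyclic loess. For pathway members, in the same order, 1, 2, 1, 4, 2 and 4 fell and 1, 0, 0, 2, 1 and 1 rose, and 0 with sex in the model and 2 with the dimmest genes left out, means of probe sets or array weights.

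Transcripts induced by MAPK signaling, some of them feedback inhibitors of the pathway, were lower as a group by camera at the preset correlation only. Of 25 measured, 4 fell and none rose (1 higher and 11 lower when adjusted over the list alone). The ERK phosphatase Dusp6 fell by 0.86 ± 0.13 on the log2 scale, Myc by 0.75 ± 0.14, the ETS factor Etv5 by 1.02 ± 0.21 and Spry2 by 0.77 ± 0.18 (camera adjusted p = 2.74e-05; adjusted p = 0.513 with an estimated correlation). With the mean of their probe sets Dusp6 was at -0.44 (adjusted p = 0.0948) and Etv5 at -0.42 (adjusted p = 0.177), so these 2 calls depended on the probe set. NRF2 targets, which serve glutathione synthesis and export of conjugates, were lower as a set too, with 9 of 32 that fell and none that rose (0 higher and 14 lower when adjusted over the list alone). The exporters Abcc3 and Abcc4 fell 4.30-fold and 4.13-fold, and Gclc and Gclm, the subunits of the rate-limiting enzyme of glutathione synthesis, 2.36-fold and 2.45-fold (camera adjusted p = 5.79e-06; adjusted p = 0.513 with an estimated correlation). Of 35 genes of the AMPK and mTOR pathways, 2 fell and 1 rose (1 higher and 6 lower when adjusted over the list alone). These were the autophagy kinase Ulk1 at -0.80 ± 0.14 and the mTOR inhibitor Tsc1 at -0.99 ± 0.19, against the AMPK subunit Prkab1 at 0.76 ± 0.15, with Mtor at -0.61 ± 0.15 (adjusted p = 0.0521; camera adjusted p = 0.169, or 0.0289 without KO replicate 1). Of 26 genes of the amino acid stress response, 2 fell and 1 rose (1 higher and 2 lower when adjusted over the list alone). These were the cystine transporter Slc7a11 at -2.37 ± 0.46 (-1.78, adjusted p = 0.0501, with the mean of its probe sets) and Sesn2 at -0.80 ± 0.17 against Atf3 at 0.73 ± 0.13 (camera adjusted p = 0.169, or 0.0248 without WT replicate 1 and 0.0251 without KO replicate 3). Without WT replicates 1, 2 and 3 and KO replicates 1, 2 and 3 in turn, 0, 0, 1, 6, 2 and 2 MAPK feedback genes fell, and 1 with sex in the model. In the same order 2, 2, 2, 10, 6 and 7 NRF2 targets fell (3 with sex). Of AMPK and mTOR genes 0, 0, 0, 7, 0 and 3 fell and 0, 0, 0, 1, 0 and 0 rose, and of the stress genes 0, 0, 0, 2, 1 and 1 fell and 0, 0, 0, 1, 0 and 1 rose. AMPK and mTOR genes that fell numbered 0 with sex in the model, 5 with the dimmest genes left out and 6 with array weights, and stress genes 0 with sex in the model and 1 with means of probe sets or trend and robust moderation. None of the genes of either list rose with sex in the model.

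DNA repair genes were not called as a set. None of the 37 genes of homologous recombination and the Fanconi pathway passed, over all genes or adjusted over the list alone. With limma, 5 of them were lower and 1 higher at an unadjusted p under 0.05, with Atm at -0.70 ± 0.17 (adjusted p = 0.0557) and Brca1 at -0.53 ± 0.16 (adjusted p = 0.0979), and camera gave adjusted p = 0.177. Without WT replicate 3 or KO replicate 1 that list was lower (adjusted p = 0.0293 and 0.0136), as were the other DNA repair genes (adjusted p = 0.0395 and 0.0105). Among those 32 other genes 1 fell, Xrcc5, a subunit of the Ku complex of end joining, at -1.34 ± 0.21 (adjusted p = 0.0144; 0 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.116). Prkdc was at -0.59 ± 0.17 and Ercc1 at -0.52 ± 0.13. Both core parts of telomerase fell, the catalytic Tert 2.13-fold and the template RNA Terc 2.03-fold (adjusted p = 0.0198 and 0.0418). No other of the 16 telomere genes passed (0 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.0656, or 0.0395 without WT replicate 3 and 0.00237 without KO replicate 1). Of 31 p53 targets only Sesn2, named above, fell (0 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.397), with Rrm2b at 0.41 ± 0.12 and Apaf1 at -0.66 ± 0.21. None of 45 cell cycle genes passed, over all genes or adjusted over the list alone (3 higher and 1 lower at an unadjusted p under 0.05). Tk1 was at 0.57 ± 0.18 and Ccnb2 at 0.52 ± 0.20, and camera gave adjusted p = 0.252. The cell cycle list was higher after quantile normalization (adjusted p = 0.0223), after cyclic loess (adjusted p = 0.0268), without WT replicate 1 (adjusted p = 0.0183) and without KO replicate 3 (adjusted p = 3.89e-04). Of 11 CDK inhibitors and RB family genes the retinoblastoma gene Rb1 fell by 0.85 ± 0.19 on the log2 scale (adjusted p = 0.0418; 0 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.669), while Cdkn2a was at -0.47 ± 0.18. The Rb1 call was lost with the mean of its probe sets (-0.37, adjusted p = 0.169). Without WT replicates 1, 2 and 3 and KO replicates 1, 2 and 3 in turn, 0, 0, 1, 2, 1 and 1 other DNA repair genes, 0, 0, 0, 2, 0 and 1 telomere genes, 0, 0, 0, 2, 0 and 0 p53 targets and 0, 0, 0, 1, 0 and 0 CDK inhibitors and RB family genes fell. No telomere gene, p53 target, CDK inhibitor or RB family gene fell with sex in the model. With median centring 2 other DNA repair genes fell. Homologous recombination and Fanconi genes that fell numbered 1 with the dimmest genes left out, array weights or cyclic loess, and 2 without KO replicate 1. After quantile normalization 1 p53 target rose, and without KO replicate 3, 1 cell cycle gene rose.

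Genes of pancreatic identity moved in both directions. Of 28 ductal markers 4 rose, among them Krt19 and the surface protein Prom1 (1.65-fold), and 3 fell, among them Cftr and Slc4a4 (6 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.859). Of 27 pancreas and foregut transcription factors, Gata4 fell 2.25-fold, Nr5a2 2.33-fold and Onecut1 2.03-fold, and Foxa1 rose 2.41-fold (2 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.332). Most acinar markers were dim, with 21 of 30 in the lowest 40% of genes. Over the whole list 3 fell, Reg1, Nr5a2 and Ctrb1, a chymotrypsinogen, at -1.23 ± 0.26, and the kallikrein Klk1 rose from 2.08 ± 0.084 to 2.89 ± 0.14 (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.859). None of 20 endocrine markers and none of 37 mucinous and gastric genes passed, over all genes or adjusted over the list alone (limma; 1 and 1 higher and 1 and 4 lower at an unadjusted p under 0.05). Nkx2-2 was at -0.77 ± 0.20, Onecut2 at -1.45 ± 0.44 and the mucin-modifying enzyme Galnt12 at -0.61 ± 0.17. Camera gave adjusted p = 0.774 for the endocrine and 0.669 for the mucinous list. Of 27 squamous and basal genes 4 rose and none fell over all genes (5 higher and 1 lower when adjusted over the list alone). The transcription factor Tfap2a rose from 2.90 ± 0.069 to 5.32 ± 1.36, Serpinb5 2.64-fold, the desmosomal protein Pkp1 1.95-fold and the basal keratin Krt14 from 2.29 ± 0.088 to 2.88 ± 0.059, still among the dimmest genes (camera adjusted p = 0.197). Without WT replicates 1, 2 and 3 and KO replicates 1, 2 and 3 in turn, 1, 1, 0, 5, 1 and 1 ductal markers rose and 1, 2, 1, 2, 1 and 2 fell. In the same order 0, 0, 1, 0, 0 and 0 transcription factors rose and 1, 2, 0, 0, 1 and 1 fell. For acinar markers 0, 1, 0, 1, 1 and 1 rose and 1, 2, 1, 1, 1 and 2 fell, and 0, 2, 0, 2, 2 and 1 squamous genes rose. Squamous genes that rose numbered 0 with sex in the model and 2 with quantile normalization, median centring or array weights, and 1 fell with sex in the model and 1 without WT replicate 1. With sex in the model 0 ductal markers rose and 2 fell, and 1 mucinous gene fell. With array weights 0 transcription factors rose, and with the dimmest genes left out 0 acinar markers rose. Without KO replicate 1, 1 endocrine marker rose.

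Interferon response genes showed the clearest loss of any list. Of 36 measured, 22 fell and none rose, or 26 and 1 when adjusted over the list alone, with a mean log2 fold change of -0.96 and a median of -0.87. Ifih1, a cytosolic sensor of double-stranded RNA, fell 3.65-fold from 7.14 ± 0.10 to 5.27 ± 0.15 (adjusted p = 0.00131), Oasl2 11.2-fold, Parp14 3.44-fold and Ifit1 2.99-fold. Camera gave adjusted p = 2.02e-20, and this was the only list called with an estimated correlation (adjusted p = 0.0231). Leaving out a line lowered the count: without WT replicate 1, 2 or 3 it was 12, 11 and 11, and without KO replicate 1, 2 or 3 18, 15 and 16. Without KO replicate 1, 1 interferon gene rose. With sex in the model 14 fell. Inflammatory genes were not called as a set. Of 33, the chemokine Ccl2 rose 4.08-fold and the adhesion molecule Vcam1 1.72-fold, and none fell over all genes (3 higher and 4 lower when adjusted over the list alone). Nfkbia was at 0.66 ± 0.17 and Il6 at -0.87 ± 0.22, and camera gave adjusted p = 0.859. Inflammatory genes that rose, with WT replicates 1 to 3 and then KO replicates 1 to 3 left out, numbered 1, 0, 0, 0, 1 and 0, and 0 with median centring, trend and robust moderation or sex in the model and 1 with array weights. Those that fell numbered 1 with quantile normalization, median centring, trend and robust moderation, sex in the model or cyclic loess, and 1 without KO replicate 3.

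**Figure D3:**
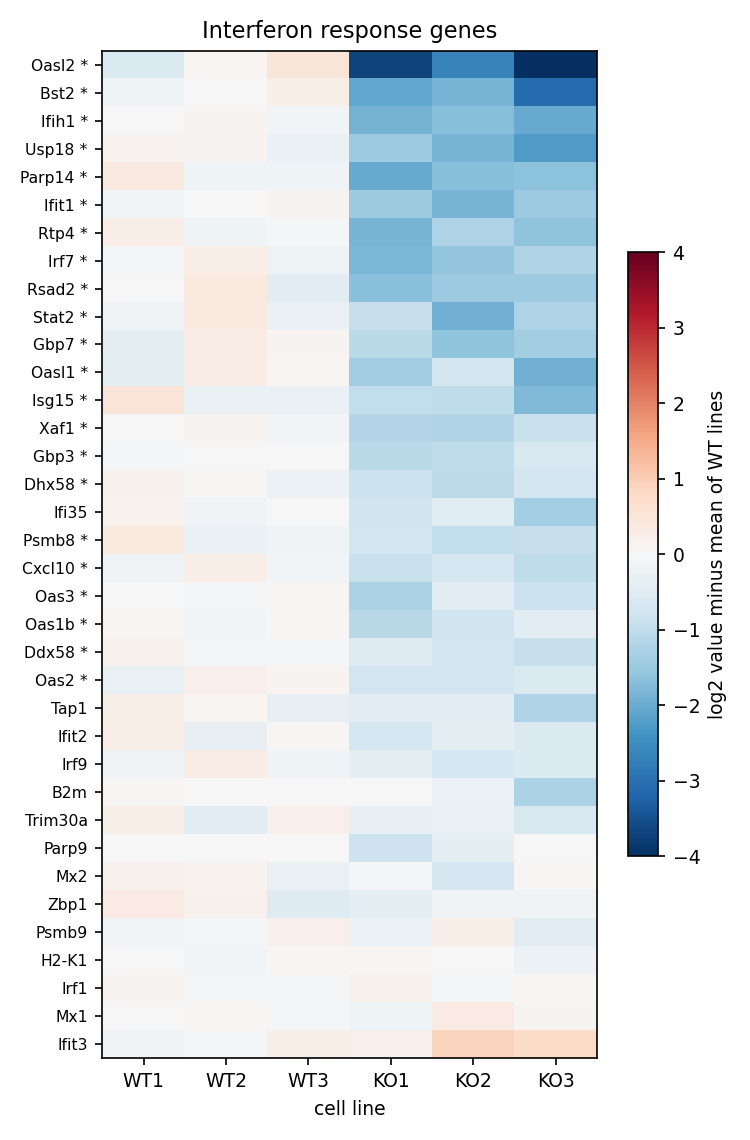
Log2 values of the 36 interferon response genes in each cell line, as differences from the mean of the WT lines; blue is lower and red higher, and a star marks the 22 genes with an adjusted p under 0.05. All of the starred genes were lower in all 3 KO lines.

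Markers of other cell types that a tumor-derived culture could hold, besides the fibroblast markers given above, were not called by camera. Of 25 leukocyte markers 1 fell, Cd14, a receptor for bacterial lipopolysaccharide, 2.02-fold from 9.13 ± 0.13 to 8.11 ± 0.11 (0 higher and 1 lower when adjusted over the list alone), and 20 lay in the lowest 40% of genes (camera adjusted p = 0.767). Cd3g, the next by p, was at 0.31 ± 0.11. Of 18 endothelial markers Eng fell and Egfl7 rose 1.60-fold (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.397), and Ptprb was at -1.28 ± 0.38. None of 9 nerve and glial markers passed over all genes (0 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.682), with Ncam1 at -1.36 ± 0.33. With WT replicates 1 to 3 and then KO replicates 1 to 3 left out, 0, 0, 0, 1, 0 and 1 endothelial markers rose. When sex was in the model 0 rose and 2 fell. Nerve and glial markers that fell numbered 1 with the dimmest genes left out, and 1 without WT replicate 3 or KO replicate 1.

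Of the remaining lists, 2 were called by camera, each weakly. Cholesterol synthesis genes were lower (adjusted p = 0.0447; adjusted p = 0.835 with an estimated correlation), with only Dhcr7, the enzyme of the last step to cholesterol, past the threshold at -0.83 ± 0.19 among 19 (0 higher and 1 lower when adjusted over the list alone). That call was lost with sex in the model, after quantile normalization, median centring or cyclic loess, with array weights, without the dimmest genes, and without WT replicates 1 or 2 or KO replicates 2 or 3 (adjusted p = 0.0531 to 0.257). Glycolysis and hypoxia genes were higher (adjusted p = 0.0458; adjusted p = 0.835 with an estimated correlation), with the vasodilator peptide Adm at 1.73 ± 0.40 and the phosphofructokinase Pfkm, which fell, at -0.95 ± 0.14 among 26 (2 higher and 1 lower when adjusted over the list alone), and with Egln3 at 2.36 ± 0.71. This call was lost with sex in the model and without any of WT replicates 1 to 3 or KO replicates 2 and 3 (adjusted p = 0.0549 to 0.647, the last without KO replicate 3). In the Wnt pathway 3 of 38 genes rose, the ligands Wnt10a (3.39-fold) and Wnt4 (3.94-fold) and the receptor Lgr5 (from 2.58 ± 0.30 to 3.96 ± 0.58; 0.79 with the mean of its probe sets, adjusted p = 0.0561), and 2 fell, Rnf43 and Lgr4 (3 higher and 5 lower when adjusted over the list alone; camera adjusted p = 0.620). Of 26 Notch and Hedgehog genes 3 fell and none rose (0 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.397). The ligand Jag1 fell 2.82-fold, the Hedgehog transducer Smo 1.91-fold and the factor Gli3 2.17-fold. Of 24 estrogen response genes Igfbp5 fell 4.62-fold and Celsr2 1.88-fold (0 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.265). Of 20 imprinted genes Peg3 fell by 2.75 ± 0.64 on the log2 scale and its neighbour Zim1 from 4.31 ± 0.18 to 3.47 ± 0.13, and Mest rose 2.71-fold (2 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.332). None of 36 Hox genes passed, over all genes or adjusted over the list alone, and 29 were in the lowest 40% of genes (3 higher and 0 lower with limma at an unadjusted p under 0.05; camera adjusted p = 0.169, or 0.00892 without KO replicate 1); Hoxc10 was at 0.48 ± 0.15. Of 20 germline genes Asz1 alone passed (0 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.620), and Hormad1 was at 0.36 ± 0.12. Mean, median and camera differed in sign for 10 lists, none of them called: ductal, acinar, endocrine, nerve and glial markers, the CDK inhibitors and RB family, and the ion transport, estrogen, Wnt, Notch and Hedgehog, and germline lists. With WT replicates 1 to 3 and then KO replicates 1 to 3 left out, 0, 0, 0, 2, 0 and 0 cholesterol genes fell, and 0, 0, 0, 6, 0 and 0 glycolysis and hypoxia genes rose and 0, 1, 0, 1, 1 and 2 fell. In the same order 1, 2, 1, 4, 1 and 2 Wnt genes rose and 2, 1, 1, 1, 2 and 2 fell, and 1, 1, 2, 3, 1 and 2 Notch and Hedgehog genes fell. Of estrogen response genes 2, 1, 1, 2, 2 and 3 fell, and of imprinted genes 0, 1, 0, 2, 0 and 2 fell and 0, 0, 0, 0, 0 and 2 rose. Cholesterol genes that fell numbered 0 with sex in the model, Wnt genes 1 with quantile normalization, sex in the model or cyclic loess, and imprinted genes 0 with sex in the model and 1 with trend and robust moderation. Glycolysis and hypoxia genes that rose numbered 0 with quantile normalization, trend and robust moderation, sex in the model or cyclic loess and 2 with means of probe sets, and imprinted genes 0 with median centring and 2 with quantile normalization or cyclic loess. Without KO replicate 1, 1 Hox gene rose.

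**Figure D4:**
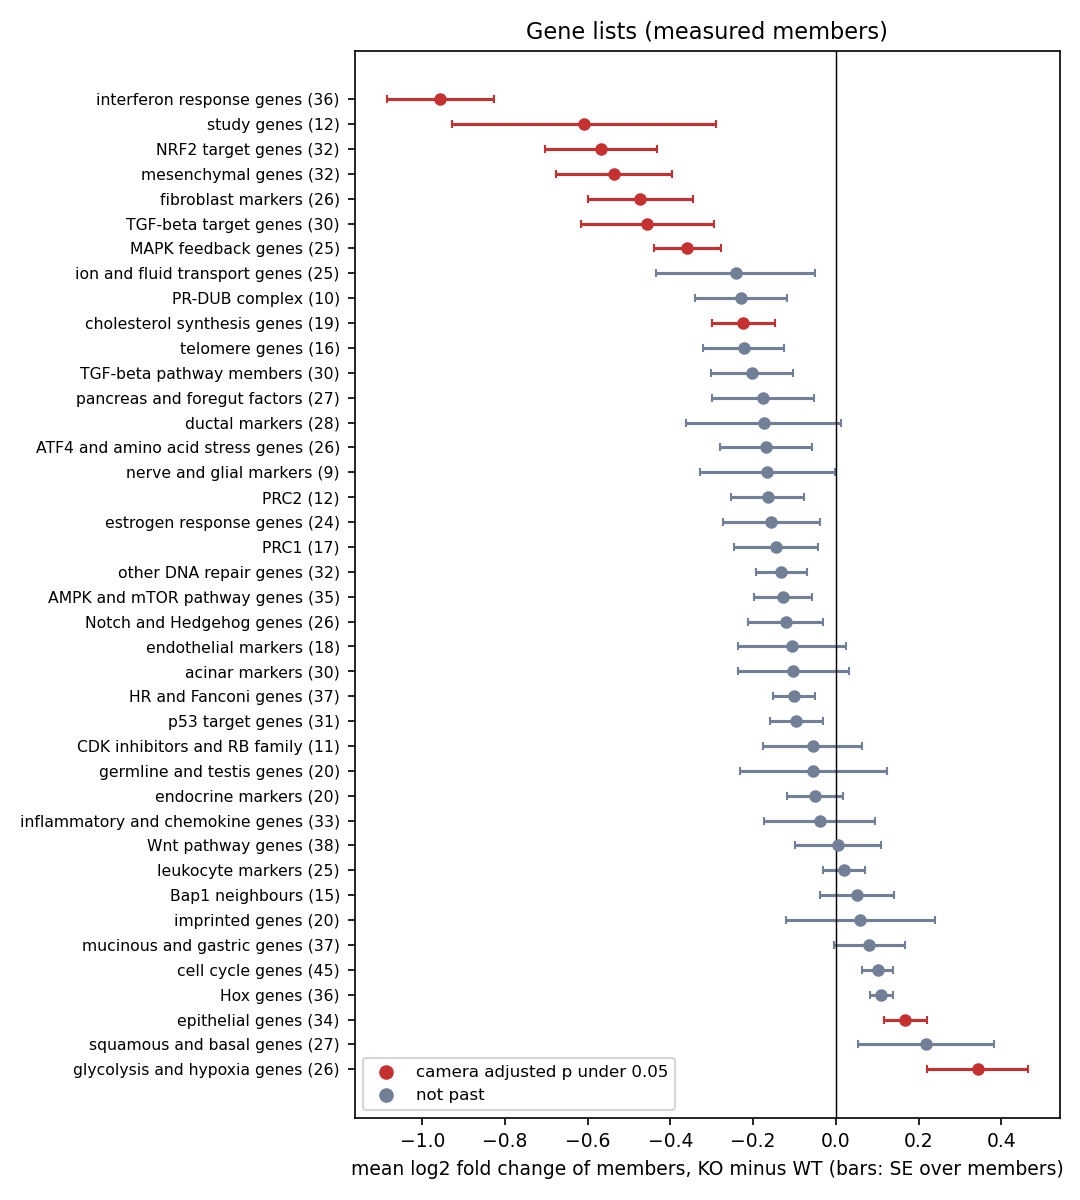
Mean log2 fold change (KO minus WT) of the members of 40 gene lists, with bars for the SE over members and the number measured in brackets; red marks the 10 lists with a camera adjusted p under 0.05 at a preset correlation. The interferon list lies lowest, at -0.96, and the glycolysis and hypoxia list highest, at 0.34.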

Values the study reported

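The study reported that loss of BAP1 repressed most of the genes it counted as differentially expressed at 1.4-fold, with 66.2% of them down and 33.8% up. It gave Cftr as more than 10-fold lower on the arrays and lower by quantitative RT-PCR too. PR-DUB, PRC1 and PRC2 members were described as unaltered, unlike the falls of Hcfc1 and some PRC1 genes given above.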

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

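The fit of every probe set was planned, and the counts by kind of annotation were chosen only after the data were seen. Probe sets that the report's comparison of genes did not use also held signal when every probe set was fitted as its own feature with limma. Among 1820 probe sets with several gene symbols 17 passed an adjusted p under 0.05, 9 higher and 8 lower in KO. Among 16004 probe sets with no annotation 91 passed, 33 higher and 58 lower. Of the 23521 with 1 symbol 343 passed in this fit. No explanation was tested.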

How the results depend on the processing

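Cyclic loess was chosen after the data were seen; the other alternatives were planned. No result reversed: where a value changed sign, its test was past the threshold in neither setting. No paired analysis was possible because the replicate numbers give only the order of deposit. The counts of genes at an adjusted p under 0.05 varied: 0 higher and 0 lower with no moderation (per-gene linear model, 3559 genes at an unadjusted p under 0.05), 113 and 337 with sex in the model, 123 and 328 with every probe set tested, and 70 to 374 higher and 226 to 947 lower without each line in turn. With fewer lines the test has fewer degrees of freedom; the cause of the other shifts was not tested. At the study's threshold, 1159 higher and 2004 lower probe sets were found when every probe set was tested, and the other settings stayed within 1.5 times the counts given. The share of lower genes at 1.4-fold was 58.8% after quantile normalization, 74.4% with arrays centred, 68.5% without the dimmest genes, 59.4% over every probe set and 60.3 to 65.7% without each line; the cause was not tested. Bap1 passed at -0.56 with arrays centred (adjusted p = 0.0479), at -0.51 without the dimmest genes (adjusted p = 0.0461, fewer genes tested), at -0.53 with array weights (adjusted p = 0.0441) and, among the fits without a line, which gave -0.57 to -0.45 (adjusted p = 0.0466 to 0.199), without KO replicate 1. Cftr stayed at -3.62 with no moderation, where its adjusted p was 0.177, and lay between -4.16 and -2.95 without each line (adjusted p = 0.00393 to 0.0498). Of the lists, 1 was called with estimated correlations and 2 by fry, the interferon list (adjusted p = 0.00161) and the study genes (adjusted p = 0.00834); the other 8 lists called by camera were not called by fry (adjusted p = 0.0578 to 0.564). The first principal component held 55.3% of the variance without the dimmest genes and 50.2 to 59.4% without each line. For the other named genes 2171 of the values under alternatives kept their side of the threshold, 468 lost it and 46 passed anew. Camera with no moderation, and the spread of samples under the variance models, were not run. Array weights were 1.32, 1.39 and 1.62 for WT replicates 1 to 3 and 0.631, 0.914 and 0.580 for KO replicates 1 to 3.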

Other observations

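The split of arrays, the quantile normalization tests, the sex test on the share of lower genes, the leukocyte test and the test of genes around Cftr were chosen only after the result was seen, as were the genes named in this paragraph and the versions of the neighbour test for higher genes and for coding genes. Around Sting1, of the genes of the pathway that leads to interferon, the kinase Tbk1 was at 0.078 ± 0.12 and Irf3 at -0.089 ± 0.18. The interferon receptor chain Ifnar1 was at -0.26 ± 0.16, and none of these was called. The DNA sensor Cgas (WT 3.18, KO 3.05) and Ifnb1 (WT 2.34, KO 2.57) lay below the 3.42 that bounds the dimmest genes, so whether they changed could not be read. Stat2 and Irf7, which interferon itself induces, fell, with log2 changes of -1.37 ± 0.27 and -1.53 ± 0.19 (adjusted p = 0.0289 and 0.00597). Among mesenchymal and epithelial genes several classic genes of the switch were not called: Vim was at -0.40 ± 0.36, Snai2 at -0.047 ± 0.23, Cdh1 at -0.010 ± 0.14 and Epcam at 0.086 ± 0.16, and of the fibroblast markers Col6a1 was at -0.084 ± 0.29, Col6a2 at 0.30 ± 0.18 and Thy1 at 0.12 ± 0.13. Hif3a, a member of the hypoxia-inducible factor family, rose by a log2 change of 2.43 ± 0.46 (adjusted p = 0.0254).

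More genes were lower than higher in KO lines, 65.5% of those past 1.4-fold. KO replicates 2 and 3 had narrower distributions, and after cyclic loess, which left their upper quartiles at 5.40 and 5.40 against 5.43 to 5.48, 64.1% were lower (60.6 to 65.3% over lines left out). Quantile normalization, which equalized the quartiles, gave 58.8% (as low as 55.3% with a line left out), so most stayed lower, but because loess removed the narrowing only in part, an array-wide loss of contrast cannot be told apart from an effect of Bap1 on this share. With sex in the model 64.4% were lower, but 48.3 to 65.5% over lines left out. The lowest came without WT replicate 1, the only male WT line. In that fit sex is read from the KO lines alone. The share then rests on KO replicate 1, the only female KO line, against WT replicates 2 and 3. That low value may thus reflect a single line, and an effect of the unequal sexes cannot be told apart from that of Bap1. Of the 10 splits of the 6 arrays, 1, the real one, gave 1090 genes and the others at most 4, but with 10 splits the share cannot go below 0.1, and loss of Bap1 remains an open hypothesis. The WT line names begin with PA and the KO line names with BP, and the paper bred its mice on a mixed background. A batch, colony or background shared by the lines of a group thus cannot be told apart from loss of Bap1.

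The interferon list was lower by a mean log2 change of -0.96 after cyclic loess (-1.01 to -0.92 over lines left out), -0.93 after quantile normalization (-0.98 to -0.89) and -0.96 with sex in the model (at most -0.92 over lines left out), which argues against loss of contrast and unequal sexes as the whole cause. Leukocytes in the WT cultures would bring their abundant transcripts, but their markers had a mean change of 0.020 (-0.080 to 0.12, 2 standard errors over members), with WT levels of 2.51 for Ptprc, 2.63 for Lyz2 and 2.93 for Tyrobp, 20 of 25 in the lowest 40% of genes. Fibroblast markers had a mean change of -0.47 (19 negative and 7 positive). Of these 26, 6 fell and 9 lay in the lowest 40% of genes, with WT levels of 2.15 for Lum and 3.26 for Fap, neither of them called. Whether fibroblasts in the WT cultures bore on the interferon genes was not tested. A hypothesis left open is that the lower Sting1 level and the lower interferon genes in KO lines go together, which was not tested.

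Cftr and the adjacent Asz1 were both lower. Loss of a chromosome segment would lower the genes around them. The 5 measured genes on each side had a median change of 0.024 (-0.052 to 0.033 over lines left out). However, 4 of these 10, the adjacent Wnt2 and Cttnbp2 among them, were too dim in WT to show a loss. The flanking genes thus cannot tell whether a loss was confined to this segment. Of the brighter ones Tspan12 fell by a log2 change of -1.29 ± 0.17. The others were Cav1 at 0.069 ± 0.22, St7 at 0.11 ± 0.17, Lsm8 at 0.75 ± 0.30, Capza2 at 0.50 ± 0.12 and Met at -0.34 ± 0.17. Cftr itself stayed at 5.84, 6.66 and 4.23 in the KO lines, above the 3.42 that bounds the dimmest genes. The paper also placed Cftr among genes that gained repressive histone marks in KO cells. Both argue against loss of every copy of Cftr. Asz1, at 2.49, 2.91 and 2.71, lay below 3.42, so its loss remains open. Partial loss of copies was not tested. That lower genes lie side by side was tested by shuffling calls within 10 bins of mean level: 54 pairs against a shuffled mean of 30.6 (highest 53; permutation p = 1e-04, the smallest that 10000 permutations can give). It held for coding genes that do not overlap (45 against 24.6, permutation p = 2.00e-04) and for higher genes (13 pairs, permutation p = 0.00190). Cftr and Asz1 are themselves among the 54 pairs, and shuffling breaks any shared regulation of neighbours, whatever its source. The shared fall of Cftr and Asz1 may be a case of a clustering that runs in both directions, whose cause was not tested. The paper reported aneuploidy and broken chromosomes in KO cells with oncogenic Kras, against normal karyotypes in cells with oncogenic Kras alone. Whether changes in copy number bore on the clustering was not tested.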
